A study of Mus musculus with 13 samples. Its data were reported in "KAP1 targets actively transcribed genomic loci to exert pleomorphic effects on RNA polymerase II activity" (2020).

How the data were processed

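The series profiled the murine hepatoma line Hepa 1-6 by ChIP-seq, in which chromatin bound by an antibody is sequenced and regions with an excess of reads are called as peaks. KAP1 (gene Trim28) is a corepressor that is brought to DNA by zinc finger proteins. KAP1, H3K27ac, H3K4me1 and H3K9me3 were profiled in cells under standard culture. H3K27ac and H3K4me1 mark active regulatory chromatin and H3K9me3 marks silenced chromatin. RNA polymerase II (PolII) and RNA polymerase III (PolIII) were profiled in cells fixed 5 days after transduction, either with a control short hairpin RNA (control) or with one against KAP1 (Kap1 KD). Per the labels there were 13 samples, 8 of which have a deposited list, and each of these 8 groups holds 1 library. The other 5 samples were sequenced inputs (1 from standard culture, 2 from control cells and 2 from Kap1 KD cells), and they were not analysed here because no list belongs to them. The control cells received a control hairpin per the labels and an empty vector per the methods of the study. No knockdown efficiency was computed here, and the files hold no KAP1 profile of the Kap1 KD cells. The study itself checked the knockdown by RT-qPCR in the samples used for PolII ChIP-seq.

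Per the methods of the study, reads were mapped with Bowtie to the mouse assembly mm9. The authors called KAP1 and PolII peaks with MACS against total input and called the histone mark regions with the ChIP-Part program. The program used for PolIII was not stated, and neither were the options of the ChIP-seq mapping and peak calling programs. The deposited KAP1 list carries a score for each peak, taken here to be that of MACS, with no value below 50.02. The score of 152 KAP1 peaks is tied at 3100. The authors' PolII and PolIII lists carry a whole-number score for each peak whose meaning was not stated. These scores are the authors' and were used only to rank, stratify or select peaks within a list. For PolII they rose closely with peak width (rho 0.958 in the control and 0.971 under Kap1 KD). A trend with the PolII score is therefore also a trend with width. The histone mark lists hold positions without a score, so the width of a region took the place of a score there. The PolII and PolIII peaks are numbered in genome order with gaps, so some calls had been removed before deposit. The filter behind this was not stated. Between 22.6% and 55.0% of the numbers were missing from each of these 4 lists. No read counts are held in the files, so the depth of each library is unknown and could not be used to scale any comparison.

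Groups were taken from the antibody and cell labels. The coordinates lie within the chromosome lengths of mm9, and the assembly and gene annotation of that build (NCBIM37, GENCODE M1) were used for all positions, which are given counting from 1. Regions were counted as overlapping when they shared at least 1 bp. Overlap was tested by placing the first list at random 10000 times, each time by one circular shift per chromosome, and the effect is the observed share divided by the mean share of the shifts. The smallest p-value these shifts can give is 0.0001, and the test is two-sided. The 5 KAP1 overlaps were adjusted together by the Benjamini-Hochberg method. Shares between classes of peaks were compared by Fisher's exact test, two-sided, with the odds ratio. Peaks are not replicate samples, so every p-value describes the positions in these lists and not the conditions. Shares carry 95% Wilson confidence intervals, which cover counting error over peaks only.

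A TSS was the annotated start of any transcript of a protein-coding gene (69963 positions) for peak annotation. Introns and intergenic sequence were likewise defined by protein-coding genes only. Gene promoters were taken as 250 bp to each side of the annotated 5′ end of the 22367 protein-coding genes. The width is that of the study, whose gene coordinates came from another Ensembl release. Positional profiles counted region centres in bins of 100 bp over 10 kb to each side of KAP1 peak centres, divided by the count that an even spread over each chromosome gives. The named genes were Hspa1a, Hspa1b, Egr2, Egr3, Ier2, Ier5, Junb, Actg1 and Tbp, which the study names. The named sites were the 3 highest-scoring KAP1 peaks in H3K9me3 without an active mark, the 3 highest-scoring KAP1 peaks with H3K27ac and control PolII without H3K9me3, and, for each polymerase, the 3 highest-scoring peaks of each condition with no peak of the other within 1 kb and the 3 highest-scoring control peaks that overlap one under Kap1 KD. Ties were ordered by position. One of the named KAP1 sites is not reported here. Trim28 was added as the targeted gene. These rules, the tests and most alternatives were fixed before the data were examined.

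The alternatives were a larger or looser overlap, the part of each list above its median score, uniform or restricted random placement, a KAP1 peak cut to 500 bp around its centre, lists of equal length, merged peaks, stratification by quintile of the peak score (Mantel-Haenszel odds ratio), nearest edges in place of centres, bins of 500 bp and other promoter widths. Leaving out chromosomes 1 to 4, or these and chromosome 15, for PolIII, the comparisons of gene promoters with KAP1 and PolII, the ends of zinc finger genes, a TSS distance of 250 bp for KAP1 peaks, the 20 Mb bins and the box pairs by KAP1 were chosen after seeing the data. The share of the strongest PolII peaks in numbering gaps was also looked at after seeing the data, with 5 cutoffs. Box A and box B, the internal promoter elements of tRNA-like genes, were searched on both strands with a spacing of 20 to 80 bases.

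The placement test was tested on simulated data: of 400 lists with the 12470 KAP1 widths placed at random, 30 gave a p-value below 0.05 against the control PolII list, with a mean ratio of 0.998. That count is above the 0.05 share that the threshold allows, so a p-value just under 0.05 from these shifts carries little weight. In 20 lists in which 30% of the KAP1 peaks were planted on PolII peaks, the mean recovered share was 30.6%. The work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, numba 0.67.0, pysam 0.24.0 and matplotlib 3.10.9, and samtools 1.23.1.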

Results

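ChIP-seq lists of 8 libraries from Hepa 1-6 cells were compared, with 1 library for each antibody and condition and therefore no replicate error for any value. The lists held 12470 peaks for KAP1, 57562 regions for H3K27ac, 74014 for H3K4me1 and 66242 for H3K9me3. PolII had 5015 peaks in the control and 12862 under Kap1 KD, and PolIII had 2772 and 431. The KAP1 peaks covered 16.3 Mb with a median width of 1098 bp. The control PolII peaks covered 7.97 Mb and the Kap1 KD PolII peaks 17.6 Mb, with median widths of 921 and 799 bp. The number of reads behind each list is unknown.

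The first question was where KAP1 sits relative to active chromatin, silenced chromatin and the polymerases. Of the KAP1 peaks, 41.96% (95% Wilson interval 41.1 to 42.8%) overlapped an H3K27ac region, against a mean of 4.41% over 10000 circular shifts, a ratio of 9.50. For H3K4me1 the share was 39.4% (38.5 to 40.2%) against 6.98%, a ratio of 5.64. For H3K9me3 it was 40.1% (39.2 to 40.9%) against 4.80%, a ratio of 8.34. Control PolII peaks were overlapped by 16.8% of KAP1 peaks (16.1 to 17.4%) against 0.724%, a ratio of 23.2. Control PolIII peaks were overlapped by 2.63% (2.36 to 2.93%) against 0.333%, a ratio of 7.89. In all 5 comparisons the two-sided p-value was 0.0001, both before and after Benjamini-Hochberg adjustment, the smallest that the shifts can give. Random placement only within 10 kb of any listed region lowered the H3K27ac ratio most, to 4.67. Seen from the other lists, 39.8% of control PolII peaks and 11.7% of control PolIII peaks overlapped a KAP1 peak.

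**Figure D1:**
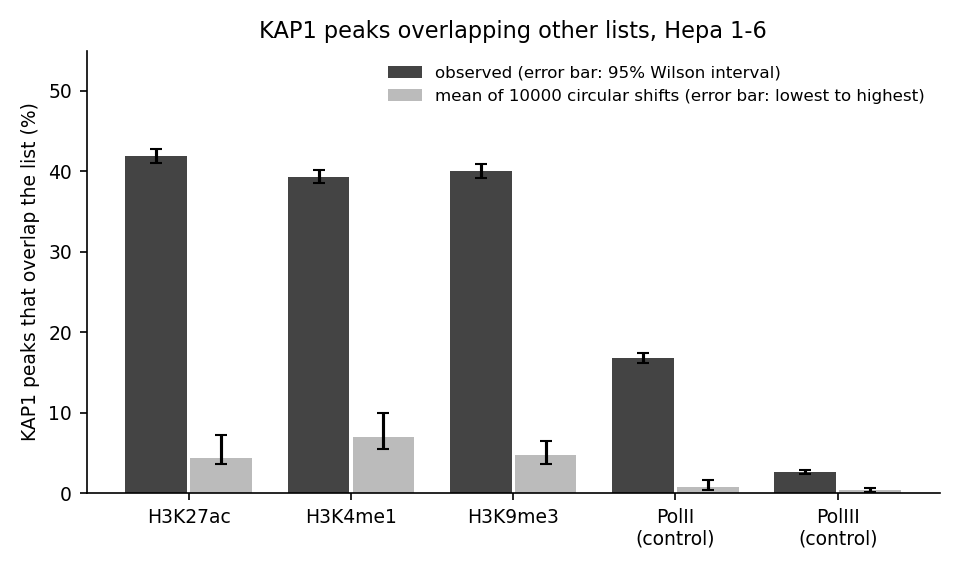
Share of KAP1 peaks (percent, vertical axis) that overlapped each of 5 other lists (horizontal axis), with 95% Wilson intervals, beside the mean share over 10000 circular shifts, with the lowest and highest share among the shifts. Every observed share lay above the highest shifted share, from 2.63% for PolIII to 41.96% for H3K27ac.

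Active marks and H3K9me3 divided the KAP1 peaks into largely separate classes. An active mark (H3K27ac or H3K4me1) without H3K9me3 was found at 5388 peaks (43.2%), and H3K9me3 without an active mark at 4412 (35.4%). Both were found at 583 peaks (4.68%) and neither at 2087 (16.7%). An active mark was present at 11.7% (10.8 to 12.6%) of the 4995 KAP1 peaks in H3K9me3 and at 72.1% (71.1 to 73.1%) of the 7475 others, an odds ratio of 0.0512. A control PolII peak was present at 1.94% (1.59 to 2.36%) and 26.7% (25.7 to 27.7%) of the same classes, an odds ratio of 0.0544. Both p-values of Fisher's exact test were too small for double-precision arithmetic to hold. Leaving out each chromosome in turn kept these odds ratios within 0.0485 to 0.0539 and 0.0514 to 0.0585. The alternative that moved the active mark odds ratio farthest, counting H3K9me3 or an active mark only where it covered at least 0.5 of the KAP1 peak, gave 0.0372. The share of KAP1 peaks in H3K9me3 was 29.6% in the lowest quintile of the authors' KAP1 scores and 63.8% in the highest. The share with an active mark was 50.0% in the lowest quintile and 49.2 to 53.0% in the middle quintiles. It was lower only in the highest, at 34.5%.

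The positional profile asked how close to KAP1 these regions lay. Within 1 kb of all KAP1 peak centres, the centres of control PolII peaks were 29.3 times as frequent as an even spread gives. The values were 11.4 for H3K27ac, 5.89 for H3K4me1 and 8.30 for H3K9me3. PolII was most frequent at the KAP1 centre, at 72.3 times an even spread within 200 bp. H3K27ac and H3K4me1 were lower there (7.75 and 3.32) than at 300 to 1000 bp from it (12.9 and 6.87). Around KAP1 peaks in H3K9me3 the values within 1 kb were 3.09 for PolII, 1.58 for H3K27ac and 1.43 for H3K4me1. Those at 8 to 10 kb were 2.16, 1.93 and 1.68, so the active marks were not more frequent near these KAP1 peaks than farther away.

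**Figure D2:**
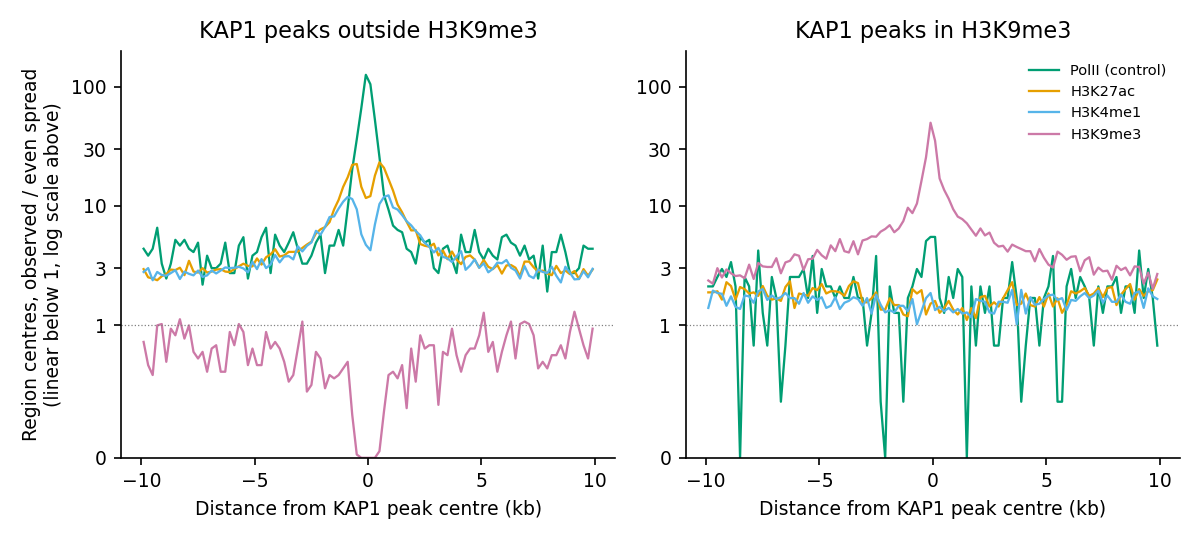
Frequency of region centres relative to an even spread (vertical axis, linear below 1 and logarithmic above) against the distance from the KAP1 peak centre in kb (horizontal axis, bins of 200 bp), for KAP1 peaks outside H3K9me3 and in H3K9me3. PolII peaks at the centre and the active marks dip there outside H3K9me3, whereas the H3K9me3 curves follow from how the classes were defined.

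KAP1 peaks were then annotated over genes. The centre of 3500 KAP1 peaks (28.1%, 27.3 to 28.9%) lay within 1 kb of a TSS, against 3.23% of the shifted peaks, a ratio of 8.68 (permutation p = 0.0001). With a distance of 250 bp, chosen after seeing the data, the share was 20.1% and the ratio 21.3. Peaks at 1 to 3 kb from a TSS were counted apart from the classes that follow. Introns beyond 3 kb of a TSS held 15.8% of the peaks against 31.1% expected from their length. Intergenic sequence beyond 3 kb held 47.9% against 58.7%. Among KAP1 peaks in H3K9me3 10.0% lay within 1 kb of a TSS and 63.8% in intergenic sequence, compared with 40.1% and 37.2% of the others. Of 22367 protein-coding genes, 3522 (15.7%, 15.3 to 16.2%) had a KAP1 peak over the promoter, 17.5 times the shifted mean (permutation p = 0.0001). A control PolII peak lay over 44.3% (42.7 to 46.0%) of the promoters with KAP1 and 7.32% (6.96 to 7.70%) of those without, an odds ratio of 10.1, a comparison chosen after seeing the data. Its p-value was again too small for double-precision arithmetic.

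The highest KAP1 scores were tied, with 152 peaks at 3100 and 8 above, so most of the KAP1 sites named here were chosen among equals by genome order. In H3K9me3 without an active mark, where 40 peaks had the tied score, the named peaks lay on chromosome 1 with centres within 1 kb of a TSS. They were at positions 14744861 to 14746352 over Msc and Gm9947, 75501619 to 75503655 over Obsl1 and Inha, and 87914241 to 87915716 over Spata3. With H3K27ac and control PolII, where 17 peaks had the tied score, they were at positions 97563153 to 97565121 of chromosome 11 over Psmb3 and 43505008 to 43507393 of chromosome 4 over Ccdc107 and the RNase MRP gene. Both sites overlapped a peak of every list except H3K9me3, PolIII of both conditions included.

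Trim28, the gene for KAP1, had a PolII peak over its promoter in both conditions (13609439 to 13610106 and 13608235 to 13610643 on chromosome 7). Because a hairpin acts on the transcript, PolII at this promoter does not check the knockdown. The genes that the study names differed in the lists found at their promoters. Hspa1a (chromosome 17, 35106144 to 35109069, minus strand) and Hspa1b (35093381 to 35096183, minus strand) each had a KAP1 peak and an H3K9me3 region over the promoter that extended across 2314 and 2275 bp (KAP1) and 2173 and 2212 bp (H3K9me3) of the gene. The Hspa1a KAP1 peak was among the 152 tied at a score of 3100, and that of Hspa1b ranked 170 of 12470. No H3K27ac, H3K4me1, PolII or PolIII region overlapped either gene, although both PolIII lists have a numbering gap there. The study describes stalled, inactive PolII at both promoters from its pausing index, the ratio of PolII at the promoter to that over the gene body. A missing peak therefore does not show that PolII was absent. Ier5 (chromosome 1, promoter KAP1 peak 156946281 to 156947291) and Junb (chromosome 8, 87502051 to 87503228) had KAP1, H3K4me1 and PolII in both conditions, and Ier5 also H3K27ac. Ier2 had both active marks and PolII in both conditions over the promoter, and its KAP1 peak lay within the gene and outside the promoter. No list had a region over the promoters of Egr2 or Egr3, each of which had a KAP1 peak within the gene. The promoter of Tbp had a KAP1 peak alone. The promoter of Actg1 had KAP1, H3K27ac and a PolII peak under Kap1 KD but none in the control. The control PolII numbering lacks 1 number in the 61.2 kb between deposited peaks around Actg1, 1 in the 575 kb around the Tbp promoter and 1 in the 5249 kb around Egr3, so it is not certain that these 3 promoters lack a control PolII peak.

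**Figure D3:**
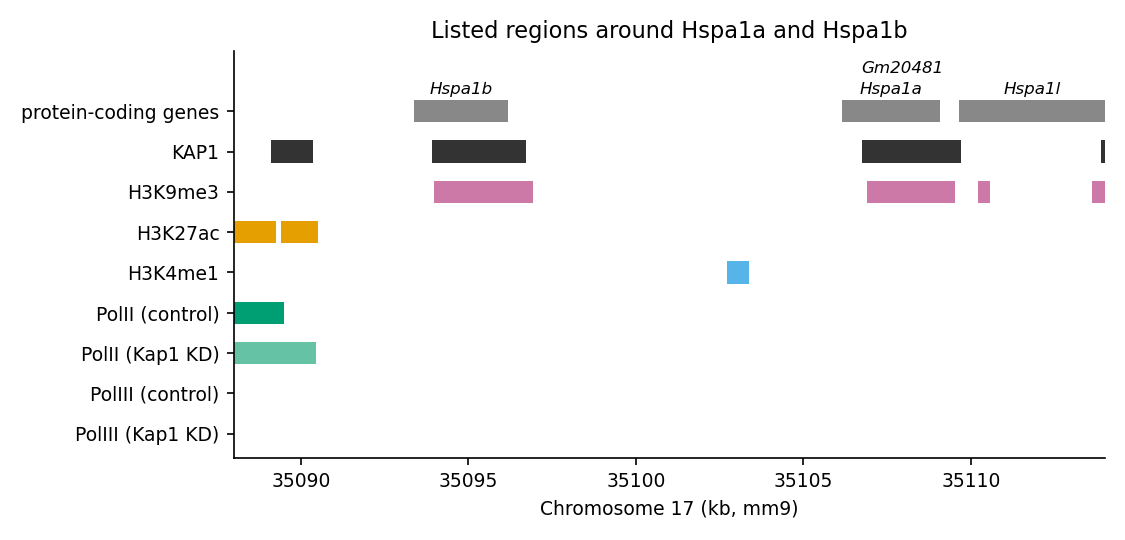
Map of the Hspa1b and Hspa1a region on chromosome 17 (mm9 position in kb on the horizontal axis), with protein-coding genes and the regions of each of the 8 lists as bars. KAP1 and H3K9me3 regions lie over the promoters of both genes, and no active mark or polymerase region overlaps either gene.

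The second question was what changed for PolII when KAP1 was depleted. The Kap1 KD list held 2.56 times as many PolII peaks as the control list. With 1 library per condition and unknown depth this ratio has no test. Of the control peaks, 4320 (86.1%, 85.2 to 87.1%) overlapped a Kap1 KD peak, against 1.94% of shifted peaks (ratio 44.4, permutation p = 0.0001). With the Kap1 KD list reduced to its 5015 highest-scoring peaks the share was 63.2%. Of the Kap1 KD peaks, 4289 (33.3%, 32.5 to 34.2%) overlapped a control peak. The share called in the control rose from 6.18% in the lowest quintile of Kap1 KD peak scores to 77.0% in the highest. A peak missing from either list can be a call that was removed before deposit.

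Control PolII peaks with a KAP1 peak were called again under Kap1 KD more often, at 95.4% (94.4 to 96.3%) of 1994, than those without, at 80.01% (78.5 to 81.4%) of 3021. The odds ratio was 5.23 (95% interval 4.16 to 6.57; p = 5.02e-61, Fisher's exact test on the peaks of these lists). Within quintiles of the control score it was 4.14, and lists of equal length moved it most, to 2.41. The difference was widest in the lowest quintile, 86.3% against 57.4%, and in the highest quintile the intervals of 97.7% and 95.6% overlapped. Of the PolII peaks called only under Kap1 KD, 17.5% (16.7 to 18.3%) of 8573 overlapped a KAP1 peak, compared with 45.2% (43.7 to 46.7%) of 4289 peaks shared with the control, an odds ratio of 0.257 (p = 2.69e-237, Fisher's exact test). Within quintiles of score it was 0.357.

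**Figure D4:**
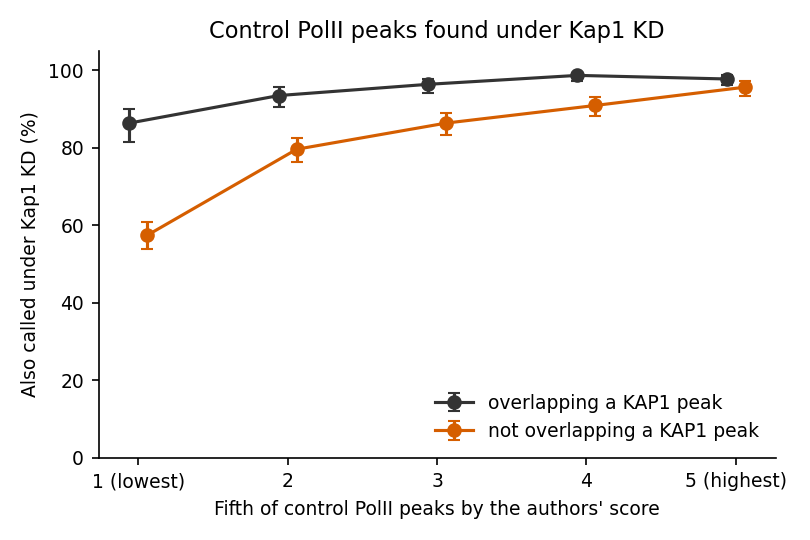
Share of control PolII peaks also called under Kap1 KD (percent, vertical axis) by quintile of the authors' peak score (horizontal axis), for peaks with and without a KAP1 peak, with 95% Wilson intervals. In the lowest quintile the shares were 86.3% with KAP1 and 57.4% without.

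Gene promoters were compared in the same way, in comparisons chosen after seeing the data. Of the promoters with control PolII, 95.8% of 1561 with KAP1 and 92.8% of 1380 without also had a Kap1 KD peak (odds ratio 1.78, p = 5.02e-04, Fisher's exact test), a smaller difference than over all peaks. Of the promoters without control PolII, 40.6% of 1961 with KAP1 and 9.44% of 17465 without had a Kap1 KD peak (odds ratio 6.57, p = 2.11e-249, Fisher's exact test). This cannot be read as a gain of PolII at promoters with KAP1. Over all promoters, H3K27ac was present at 48.9% of those with KAP1 and 14.6% of those without. The shorter control list may therefore miss active promoters with KAP1 more often. The comparison was not stratified by score or by active marks.

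The strongest PolII peaks without a counterpart within 1 kb were examined by position. In the control they lay on chromosome 15 at 34361515 to 34374069 (over Matn2 and Rpl30) and 59156416 to 59169484 (over Sqle), and on chromosome 10 at 80639192 to 80646136 (over Eef2). Under Kap1 KD they lay at 98859002 to 98871447 on chromosome 15 (over Tuba1c), 75503735 to 75513350 on chromosome 2 (over Hnrnpa3) and 127980689 to 127986275 on chromosome 10 (over Zc3h10). All of these 6 sites fell where the numbering of the other list has a gap, so none of them can be read as a gain or loss. The strongest control peaks found in both conditions lay at 101502689 to 101507361 on chromosome 11 over U2 snRNA genes, at 5816969 to 5845930 on chromosome 19 over Neat1, and at 173428916 to 173434097 on chromosome 1 over a U5 snRNA gene, B930036N10Rik and Refbp2.

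For PolIII the Kap1 KD list held 0.155 times as many peaks as the control list. The control peaks were unevenly spread, with 2480 of 2772 (89.5%) on chromosomes 1 to 4, which make up 26.1% of the genome length, compared with 89 of 431 (20.7%) under Kap1 KD. Without these chromosomes, an alternative chosen after seeing the data, the control had 292 peaks and Kap1 KD 342, so the ratio was 1.17, and without chromosome 15 as well it was 1.02 (260 and 264 peaks). Of all control peaks, 187 (6.75%, 5.87 to 7.74%) overlapped a Kap1 KD peak against 0.0436% of shifted peaks (ratio 155, permutation p = 0.0001). Without chromosomes 1 to 4 this share was 50.7%. Control PolIII peaks with KAP1 were called again in 54.5% (49.0 to 59.8%) of 323 cases and those without in 0.449% (0.251 to 0.803%) of 2449, an odds ratio of 265 (p = 1.34e-171, Fisher's exact test). Without chromosomes 1 to 4 it was 140. Control PolIII peaks overlapped control PolII peaks in 82 cases (2.96%, 2.39 to 3.66%), 4.94 times the shifted mean (permutation p = 0.0001), and in 11.6% of cases without chromosomes 1 to 4.

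**Figure D5:**
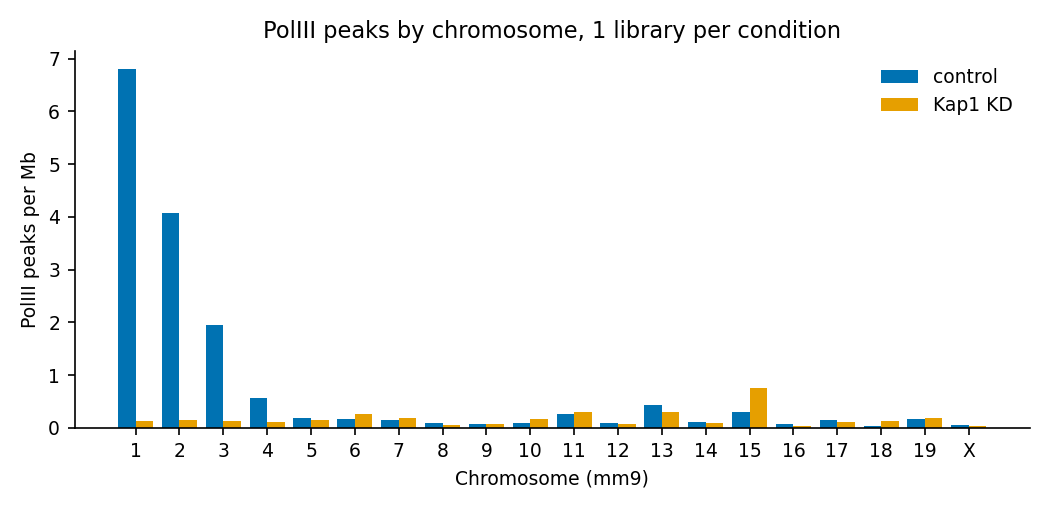
PolIII peaks per Mb (vertical axis) by chromosome (horizontal axis) in the control and under Kap1 KD, 1 library each. The control falls from 6.81 peaks per Mb on chromosome 1 to 0.559 on chromosome 4, while the Kap1 KD list has 0.132 and 0.103 there.

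The strongest PolIII peaks found in both conditions overlapped KAP1, H3K27ac and H3K4me1 and no gene of the annotation used. Genes missing from that annotation, such as tRNA genes, were not looked up at these sites. They lay at 172963455 to 172969052 on chromosome 1, 96301360 to 96305804 on chromosome 3 and 122200888 to 122204038 on chromosome 2. The strongest control peaks without a Kap1 KD peak within 1 kb were 17661 to 21039 bp wide, all in H3K9me3 and without KAP1, the first at 173226352 to 173247390 on chromosome 1 over Rpl27-ps1 and a snoRNA gene. Those under Kap1 KD without a control peak overlapped no gene of that annotation. The first, at 167571526 to 167572791 on chromosome 1, overlapped KAP1, H3K27ac and H3K4me1. The others, at 62537406 to 62553818 and 90719473 to 90735418 on chromosome 15, were 16413 and 15946 bp wide and without KAP1. All 6 sites called in only 1 condition lay in numbering gaps of the other list.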

Values the study reported

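The study reported that approximately 25% of KAP1 binding sites lay at promoters in Hepa 1-6 cells. It counted 145 genes transcribed by PolII as downregulated and 134 as upregulated after KAP1 depletion.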

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

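The tests in this part were chosen after the results they bear on had been seen.

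Under the same contrast of Kap1 KD against control, the number of PolII peaks rose by a ratio of 2.56 and the number of PolIII peaks fell, with a ratio of 0.155. The opposite directions drew attention to this pair. The difference between the polymerases was not tested, because each polymerase has 1 library per condition.

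The lower PolIII number rests on chromosomes 1 to 4. Without them the ratio was 1.17 (342 against 292 peaks; 95% exact binomial interval 0.999 to 1.37, p = 0.0516), so an excess of control calls on those chromosomes accounts for the lower number. The remaining difference lay mostly on chromosome 15 (78 against 32 peaks), without which the ratio was 1.02 (264 against 260 peaks; 0.852 to 1.21, exact p = 0.896). Both intervals cover counting error only. What made the excess on chromosomes 1 to 4 is weighed among the other observations. The higher PolII number has the pattern that a lower calling depth of the control library would leave. Only 6.18% of the lowest score quintile of Kap1 KD peaks were called in the control against 77.0% of the highest quintile, and 86.1% of control peaks were found again. A general rise of PolII at weak sites after KAP1 depletion may give the same order, and the depth of neither library is known, so this biological difference stays open and untested. Neither peak number can be read as a change in polymerase occupancy from these lists.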

How the results depend on the processing

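Leaving out chromosomes 1 to 4 or 15, the TSS distance of 250 bp and the alternatives to the promoter and zinc finger gene comparisons were chosen after the results had been seen.

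Of 84 alternatives to the 17 overlap and share tests, all 84 kept the direction and the side of the 0.05 threshold. The ratio of KAP1 overlap to shifted overlap ranged from 4.67 to 10.3 for H3K27ac, from 2.93 to 6.28 for H3K4me1, from 4.16 to 17.5 for H3K9me3, from 11.9 to 31.5 for PolII and from 4.05 to 53.5 for PolIII. In all 5 the lowest ratio came from restricting random placement to within 10 kb of any listed region. The PolIII value of 53.5 came from leaving out chromosomes 1 to 4. The odds ratio of an active mark by H3K9me3 ranged from 0.0372 to 0.0644 and that of PolII from 0.0230 to 0.0784. The odds ratio for calling a control PolII peak again by KAP1 ranged from 2.41 with lists of equal length to 4.83, against 5.23 with the lists as deposited. That for KAP1 at peaks called only under Kap1 KD ranged from 0.261 to 0.357, and that for calling a control PolIII peak again by KAP1 from 140 to 648. Control PolIII peaks overlapped control PolII peaks 2.55 to 20.2 times as often as shifted peaks. With TSS within 250 bp the promoter ratio was 21.3, and with only the KAP1 peaks above the median score the number of genes with KAP1 at the promoter was 1784 in place of 3522, by construction of a list with fewer peaks.

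The lower PolIII peak number under Kap1 KD (0.155 over all chromosomes) was not seen without chromosomes 1 to 4, where the ratio was 1.17 (95% exact binomial interval 0.999 to 1.37), nor without chromosome 15 as well, where it was 1.02 (0.852 to 1.21). These intervals cover counting error only, and with 1 library per condition and unknown depth neither ratio tests for a change. Leaving out chromosomes 1 to 4 removes 2480 control peaks and 89 Kap1 KD peaks, which shows where the lower number comes from and not why these calls were made.

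The size of the positional profiles moved with the measure in 11 of 12 alternatives, while PolII and both active marks stayed above an even spread. With nearest edges in place of centres, the value within 1 kb of all KAP1 peaks was 35.4 for PolII, 10.3 for H3K4me1, 15.6 for H3K27ac and 9.63 for H3K9me3. Around KAP1 peaks in H3K9me3 it was 4.32 for PolII, 2.08 for H3K4me1, 2.29 for H3K27ac and 22.7 for H3K9me3. A KAP1 centre inside a region counted as distance 0, and outside it the nearest edge is closer than the centre, so these values are higher by construction. With bins of 500 bp the highest bin was 53.5 for PolII in place of 81.5, 13.2 for H3K27ac in place of 15.2 and 14.0 for H3K9me3 in place of 22.1. Wider bins average the highest bin with its neighbours. For H3K4me1 the highest bin was 7.58 in place of 8.42, within its counting error.

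Unknown depth limits every comparison of list lengths, and peaks that were removed before deposit limit every statement that a peak is absent. The lists with a single library per condition allowed no check against replicates.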

Other observations

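The tests here were chosen after seeing the data, except 3 whose outcome had not been seen when they were set out: the overlap of control-only PolIII peaks with KAP1 and H3K27ac, the H3K9me3 share away from numbering gaps, and the position of control-only PolII peaks in numbering gaps.

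The control PolIII peaks on chromosomes 1 to 4 differed from those elsewhere in most measures. KAP1 was found at 5.69% of them against 62.3% elsewhere, a Kap1 KD PolIII peak at 1.57% against 50.7%, and their median width was 1199 against 470 bp. Those without a Kap1 KD peak numbered 1331 on chromosome 1, 727 on chromosome 2 and 300 on chromosome 3. There were 83 on chromosome 4, where 64 lay in the first 20 Mb, and 19 on chromosome 5. The fall between chromosomes was not seen along each of them. Chromosome 2 had 4 in the first 20 Mb and 253 at 140 to 160 Mb. Chromosome 1 had 99 in the first 20 Mb and 150 at 180 to 200 Mb. A gain in copy number is argued against by the other lists. None had more than 28.4% of its regions on chromosomes 1 to 4, against 89.5% here. A box A and box B pair lay in 1.69% of these peaks against 32.9% of the others (odds ratio 0.0352, Fisher's exact p = 3.40e-67), which argues against additional transcription units of the tRNA type as the main source, although the share was 3.76 times that of shifted peaks. Units without such boxes were not tested. Background calls made while the first chromosomes were processed remain a candidate explanation, but its test was mixed. A ratio to shifted peaks between 0.67 and 1.5 for both KAP1 and H3K27ac was set beforehand as the mark of background. Control-only peaks on chromosomes 1 to 4 overlapped KAP1 2.99 times as often as their shifts and H3K27ac 0.765 times, compared with 22.6 and 5.45 elsewhere. For H3K9me3, which was not part of that test, the ratios were 4.42 and 8.85. Background and a subset of true sites cannot be told apart here because the overlap with KAP1 lies between the values each would give. A KAP1 effect on PolIII restricted to these chromosomes was not tested separately.

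Outside chromosomes 1 to 4, 182 of 292 control PolIII peaks (62.3%, 56.6 to 67.7%) overlapped a KAP1 peak. A pile-up of reads common to all libraries would be expected to give PolII peaks at about as many sites, but control PolII peaks were found at 34 (11.6%, 8.45 to 15.8%). Of the numbers of the control PolII list, 31.3% were missing, so pile-up calls removed before deposit cannot be excluded. A box A and box B pair lay in 95 of the 182 peaks with KAP1 and in 1 of the 110 without (odds ratio 119, Fisher's exact p = 3.97e-24). KAP1 calls therefore coincided with the tRNA-like part of the PolIII list. Antibody cross-reactivity and reads shared between copies of tRNA genes were not tested, so KAP1 at tRNA-like genes is a hypothesis only.

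PolII peaks called only under Kap1 KD lay in H3K9me3 regions in 20.4% of 8573 cases (19.6 to 21.3%), compared with 4.34% of 4289 shared peaks (odds ratio 5.67, Fisher's exact p = 8.96e-152). Weak peaks alone do not account for it, as the odds ratio within quintiles of score was 3.14 (2.63 to 3.75). Calls next to ones removed from the Kap1 KD list do not either. The odds ratio was 4.13 (3.43 to 4.99) among the 10902 peaks with no gap beside their number in that list. Among peaks called only under Kap1 KD, however, 50.2% of those in H3K9me3 stood beside such a gap against 10.7% of the others. Removal of matching calls from the control list was not tested for the peaks in H3K9me3 and stays open. Within H3K9me3, peaks with a KAP1 peak were called only under Kap1 KD in 68.996% of 229 cases. Those without one were so called in 93.3% of 1709. The odds ratio was 0.161, and 0.240 within quintiles of score. KAP1 peaks coincided with control PolII peaks, which may by itself make peaks with KAP1 shared more often. Sites without a Kap1 KD peak did not enter the comparison. It therefore cannot tell whether loss of KAP1 at the peak itself contributes. Loss at a called KAP1 peak cannot account for most of these peaks, because 1709 had none. Effects of KAP1 loss at a distance, and reads from repeats in these regions, may still contribute and were not tested.

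The numbering of the PolII lists bears on single loci. Of the 695 control PolII peaks without a Kap1 KD peak, 252 (36.3%, 32.8 to 39.9%) lay where the Kap1 KD numbering has a gap, against 18.2% of shifted peaks, a ratio of 1.996 (permutation p = 0.0001, the smallest that 10000 shifts can give). The highest-scoring peaks with no peak of the other condition within 1 kb were looked at with 5 cutoffs, from 10 to 500 peaks. In the control, the number in gaps was 10 of the strongest 10, 20 of 20, 38 of 50, 57 of 100 and 189 of 500, with ratios to shifted peaks falling from 5.95 to 2.14. Under Kap1 KD it was 8 of 10, 15 of 20, 23 of 50, 33 of 100 and 110 of 500, with ratios falling from 3.66 to 0.801, and at 100 peaks the difference from shifted peaks was not detectable (ratio 1.16, permutation p = 0.484). Over all 8573 peaks called only under Kap1 KD the ratio was 0.994 (permutation p = 0.943). For PolIII the ratios were 1.11 and 1.13, with permutation p-values of 0.345 and 0.0785. Removal of calls before deposit is a candidate explanation for part of the control-only PolII peaks, the strongest above all, and not for the 63.7% of control-only peaks that lay between consecutive numbers. Of the numbers on chromosome X, 3.04 to 23.4% were deposited, compared with 48.9 to 81.4% over the other chromosomes of the same 4 lists. An effect of KAP1 depletion on the remaining control-only peaks stays open and was not tested.

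Genes with a Zfp symbol followed by a number had a KAP1 peak in H3K9me3 within 1 kb of the 3′ end in 47 of 371 cases (12.7%, 9.66 to 16.4%) and other protein-coding genes in 265 of 21996 (1.20%), an odds ratio of 11.9 (Fisher's exact p = 3.98e-31) and 7.82 within 5 kb. At the 5′ end the shares were 1.89% and 2.30%, a difference that was not detectable (odds ratio 0.815, Fisher's exact p = 0.727). Paralogous zinc finger genes lie in clusters and are not independent.

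Chromosome 15 was the densest chromosome in 6 of the 8 lists, with 90.7 H3K4me1 regions per Mb against 46.2 on chromosome 19, the next densest, and 68.7 H3K9me3 regions per Mb against 37.9 on chromosome 5. For control PolII its lead was narrow, at 4.77 peaks per Mb against 4.76 on chromosome 11. For KAP1 chromosome 15 had 8.41 peaks per Mb, below the 9.29 of chromosome 11. For control PolIII it had 0.309, against 6.81 on chromosome 1. No explanation was tested.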
